# Wnt signaling regulates hepatocyte cell division by a transcriptional repressor cascade

**DOI:** 10.1073/pnas.2203849119

**Published:** 2022-07-22

**Authors:** Yinhua Jin, Teni Anbarchian, Peng Wu, Abby Sarkar, Matt Fish, Weng Chuan Peng, Roel Nusse

**Keywords:** liver, Wnt, proliferation

## Abstract

Cell proliferation is tightly controlled by inhibitors that block cell cycle progression until growth signals relieve this inhibition, allowing cells to divide. In several tissues, including the liver, cell proliferation is inhibited at mitosis by the transcriptional repressors E2F7 and E2F8, leading to formation of polyploid cells. Whether growth factors promote mitosis and cell cycle progression by relieving the E2F7/E2F8-mediated inhibition is unknown. We report here on a mechanism of cell division control in the postnatal liver, in which Wnt/β-catenin signaling maintains active hepatocyte cell division through *Tbx3*, a Wnt target gene. The TBX3 protein directly represses transcription of *E2f7* and *E2f8*, thereby promoting mitosis. This cascade of sequential transcriptional repressors, initiated by Wnt signals, provides a paradigm for exploring how commonly active developmental signals impact cell cycle completion.

## Significance

As a general model for cell cycle control, repressors keep cells quiescent until growth signals remove the inhibition. For S phase, this is exemplified by the Retinoblastoma (RB) protein and its inactivation. It was unknown whether similar mechanisms operate in the M phase. The Wnt signaling pathway is an important regulator of cell proliferation. Here, we find that Wnt induces expression of the transcription factor *Tbx3*, which in turn represses mitotic inhibitors *E2f7* and *E2f8* to permit mitotic progression. Such a cascade of transcriptional repressors may be a general mechanism for cell division control. These findings have implications for tissue homeostasis and disease, as the function for Wnt signaling in mitosis is relevant to its widespread role in stem cells and cancer.

Cells in adult tissues remain mostly quiescent unless they become activated by growth factors to enter the cell cycle and proliferate (1). Quiescence is commonly imposed by inhibitors that prevent cells from entering S phase (2). To allow cell cycle entry, growth factors repress these inhibitors and activate the G1/S transition (3). In some tissues, including the liver, cells can enter S phase to duplicate their genome, but do not complete M phase, thus becoming polyploid (4–6). In the liver, two members of the E2F family of cell cycle regulators, *E2f7* and *E2f8*, are responsible for this form of cell cycle arrest (7, 8). Expression of *E2f7* and *E2f8* is induced at the time of weaning when the tissue switches from initially containing diploid hepatocytes to becoming mostly polyploid (4, 9, 10). Acting as mutually redundant transcriptional repressors, E2F7 and E2F8 inhibit the expression of many genes, including *Aurka/b*, *Ccnb1*, and *Plk1*, which encode proteins that act during mitotic progression (7, 8, 11). Deleting *E2f7* and *E2f8* from hepatocytes results in completion of M phase and the generation of diploid daughter cells (7, 8). Therefore, in the liver, DNA synthesis is uncoupled from cell proliferation due to the activity of E2F7 and E2F8. Whether growth factors can suppress the activity of *E2f7* and *E2f8* and thereby promote cell division is currently not known.

Hepatocytes in the postnatal liver expand rapidly in a Wnt/β-catenin signaling-dependent way (12–16). In the mouse and human liver, Wnt ligands are produced by endothelial cells of the central vein branches and the nearby sinusoids (17–19), creating a zonated expression pattern of Wnt target genes and key metabolic enzymes in pericentral hepatocytes (20–22). Among the genes highly expressed in the pericentral zone is the transcriptional repressor *Tbx3* (17, 19). *Tbx3* is required for embryonic liver development and promotes hepatic progenitor proliferation likely by repressing the *p19^ARF^(Cdkn2a)* cell cycle inhibitor (23). *Tbx3* also maintains expression of hepatocyte-lineage genes, such as *Cebpα* and *Hnf4α*, and represses the cholangiocyte fate (23, 24). In hepatic tumor cells with activating *β-catenin* mutations, *Tbx3* is overexpressed and mediates cell proliferation and survival (25). These findings highlight the roles of *Tbx3* in hepatic cell cycle control during liver development and tumorigenesis.

In the work presented here, we have studied the regulation of hepatocyte cell division in vivo during postnatal liver growth as well as in primary cell culture. We report that Wnt growth factors induce *Tbx3* expression, which subsequently represses *E2f7* and *E2f8* to regulate cell division. We conclude that Wnt signals regulate the cell cycle at the level of mitosis through this cascade of repressive interactions.

## Results

### *Tbx3* Promotes Hepatocyte Proliferation Downstream of Wnt Signaling.

Similar to the adult liver, *Tbx3* is expressed in Wnt-responsive pericentral hepatocytes during postnatal liver growth (*SI Appendix*, Fig. S1*A*). To determine whether *Tbx3* is a target of Wnt signaling in the liver, we either overactivated or eliminated the Wnt pathway in the tissue, and used Glutamine synthetase (GS), a Wnt target (26), to assess pathway activity. Using CRISPR-Cas9 gene editing, we deleted *Apc*, a negative regulator of Wnt signal transduction in hepatocytes, and observed ectopic expression of *Tbx3* (Fig. 1*A*). Conversely, mice carrying mutations for the Wnt secretion machinery gene *Wntless* *(Wls)* exhibited a partial loss of *Tbx3* expression (Fig. 1*A*). These findings agree with *Tbx3* acting as a target of Wnts in other contexts (25, 27–30).

**Fig. 1.**
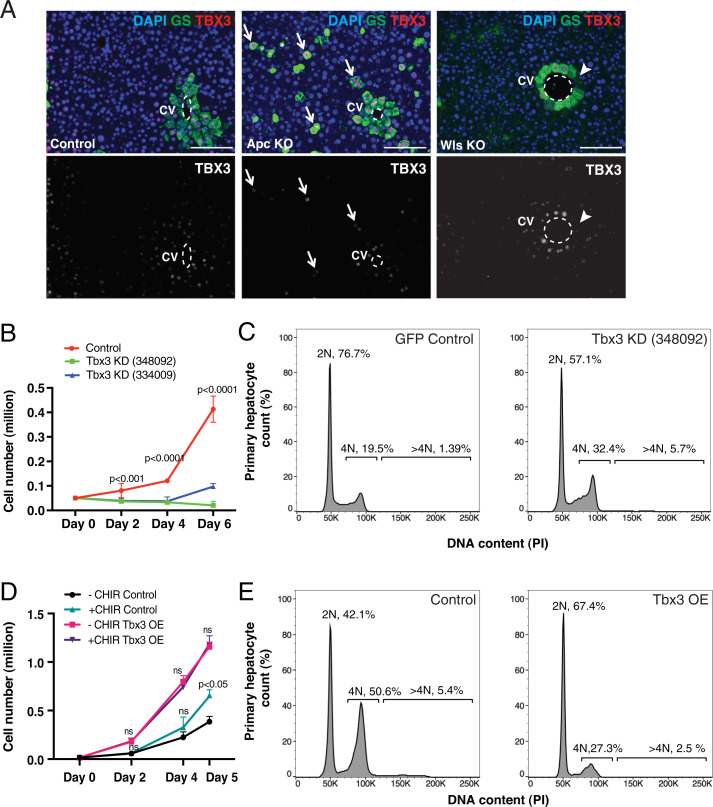
*Tbx3* acts downstream of Wnt signaling and promotes proliferation of cultured primary hepatocytes. (*A*) *Tbx3* expression is downstream of Wnt signaling. Immunofluorescence for GS and TBX3 is shown in control livers, CRISPR-Cas9–generated Apc KO cells and Wls KO (*Ve-CadCreERT2; Wls^f/f^*) livers. Arrows: Apc KO cells that express *Tbx3*. Arrowheads: Wls KO cells that do not express *Tbx3*. Dashed lines delineate central veins. (*B*) *Tbx3* knockdown (Tbx3 KD) slows down hepatocyte proliferation. Growth curves show the number of cells in control (GFP) and two different Tbx3 KD (shRNA #348092 and #334009) mouse primary hepatocyte cultures at days 0, 2, 4, and 6 after seeding. *P* values represent comparisons between control and each Tbx3 KD condition from three independent experiments. (*C*) *Tbx3* knockdown leads to increased numbers of polyploid hepatocytes in culture. Representative flow cytometry plots show ploidy distribution of control and Tbx3 KD cells, stained with PI. Percentages of ploidy classes are reported as averages from three independent experiments. (*D*) *Tbx3* overexpression (OE) is sufficient to increase hepatocyte proliferation, in the absence of activated Wnt signaling. Growth curves of control (*EF1α-GFP*) or *Tbx3* overexpressing (Tbx3 OE, *EF1α-GFP-P2A-Tbx3*) primary hepatocytes with or without added Wnt-activator CHIR99021 (CHIR) are shown at days 0, 2, 4, and 5 after seeding. Statistical comparisons were made within control groups and Tbx3 OE groups. (*E*) *Tbx3* overexpression in primary hepatocytes leads to a higher percentage of diploid cells. Representative flow cytometry plots for ploidy distribution of control and Tbx3 OE hepatocytes, stained with PI. Percentages of ploidy distribution are averages from three independent experiments. Statistical significance was determined by Student’s *t* test. Error bars represent SDs from three independent replicates. (Scale bars, 100 µm.) CV, central vein; ns, not significant.

To examine the function of *Tbx3* in hepatocytes under defined conditions, we employed a recently developed method for long-term culture and genetic manipulation of primary hepatocytes, where cells multiply rapidly in a Wnt-dependent manner (31). We knocked down *Tbx3* in cultured hepatocytes using two different shRNA constructs (*SI Appendix*, Fig. S1*B*). This resulted in significant slowing down of hepatocyte proliferation (Fig. 1*B*) and increased numbers of polyploid cells (Fig. 1*C* and *SI Appendix*, Fig. S1*C* and Table S1), suggesting that hepatocytes failed to complete M phase. Conversely, overexpression of *Tbx3* in hepatocytes was sufficient to increase proliferation (Fig. 1*D* and *SI Appendix*, Fig. S1*D* and *E*), even in the absence of CHIR99021, a GSK3 inhibitor that activates Wnt signaling (Fig. 1*D*). Additionally, overexpression of *Tbx3* increased the percentage of diploid cells (Fig. 1*E* and *SI Appendix*, Table S1). As expected, CHIR99021 alone enhanced proliferation of hepatocytes albeit not to the same degree as *Tbx3* overexpression (Fig. 1*D*).

### Deletion of *Tbx3* and Changes in Ploidy.

We examined *Tbx3* function in the growing postnatal liver by generating inducible *Tbx3* loss-of-function mutant mice (Tbx3 knockout [KO]) carrying the *Axin2-rtTA; TetO-H2B-GFP; TetO-Cre; Tbx3^f/f^* genotype. Axin2-rtTA is a doxycycline-inducible transgene, which leaves the endogenous *Axin2* gene intact and is expressed in a pattern similar to *Tbx3* (Fig. 2*A*) (17). To obtain maximal elimination of *Tbx3*, doxycycline was administered from postnatal week 2 to week 4, at which point tissues were harvested for analysis (Fig. 2*B*). Nuclear size measurement (Fig. 2*C*) and nuclear DNA content analysis (Fig. 2*D*) of GFP-labeled hepatocytes revealed a significant increase in the proportion of polyploid nuclei in Tbx3 KO livers (>2N: 59.8% in control and 92% in Tbx3 KO) (*SI Appendix*, Table S1). The decrease in diploidy and the concomitant increase in polyploidy indicated that in the absence of *Tbx3*, hepatocytes were able to complete S phase but not M phase. In parallel, we used the inducible and hepatocyte-specific Albumin-CreERT2 (Alb-CreERT2) driver to eliminate *Tbx3* in all hepatocytes. We administered a single dose of tamoxifen at postnatal day 3 (P3) and analyzed the livers at different timepoints into adulthood (Fig. 2*E* and *SI Appendix*, Fig. S2*A* and *B*). Loss of *Tbx3* did not affect liver shape or relative mass, at any timepoint (*SI Appendix*, Fig. S2*C* and *D*). Consistent with the observations above, Tbx3 KO livers were comprised of larger nuclei at all analyzed timepoints compared to control (Fig. 2*F* and *G*) and DNA content analysis confirmed increased ploidy in mutant tissues (Fig. 2*H* and *SI Appendix*, Table S1). Taken together, we conclude that *Tbx3* regulates polyploidization of hepatocytes in vivo and in vitro by its control over cell division.

**Fig. 2.**
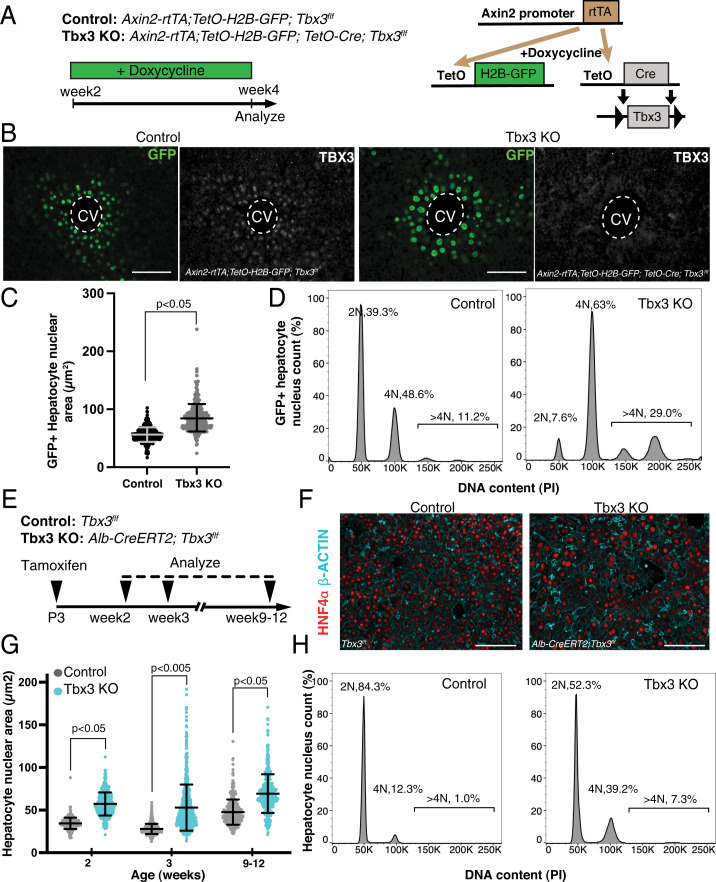
*Tbx3* ablation induces polyploidization of hepatocytes. (*A*) Schematic representation of mouse genotypes and experimental timeline. Animals were placed on a regimen of doxycycline-treated drinking water from postnatal week 2 to week 4, to induce Axin2-rtTA–driven expression of GFP and deletion of *Tbx3* in pericentral hepatocytes (when the TetO-Cre transgene is present). (*B*) Axin2-rtTA–driven GFP expression and *Tbx3* deletion. Representative images of pericentral GFP^+^ nuclei detected by immunofluorescence, at postnatal week 4 in control (*Axin2-rtTA; TetO-H2B-GFP; Tbx3^f/f^*) and Tbx3 KO (*Axin2-rtTA; TetO-H2B-GFP; TetO-Cre; Tbx3^f/f^*) livers are shown. TBX3 immunofluorescence shows efficient deletion of the protein in Tbx3 KO livers. (*C*) Axin2-rtTA–driven loss of *Tbx3* results in increased hepatocyte nuclear area. Distribution of GFP^+^ nuclear area at postnatal week 4 is shown. Bars indicate mean and SD of all measured nuclei. *t* test comparison with Welch’s correction was performed on the mean nuclear area of *n* = 3 mice. (*D*) Axin2-rtTA–driven loss of *Tbx3* results in increased hepatocyte nuclear ploidy. Nuclear ploidy distribution of GFP^+^ hepatocytes in control and Tbx3 KO mice, stained with PI and measured by flow cytometry at postnatal week 4 is shown. Plots shown are chosen as representatives of each genotype from *n* = 3 animals and noted percentages are averages. (*E*) Schematic representation of Alb-CreERT2–driven *Tbx3* deletion. Tamoxifen was administered to P3 neonates with control (*Tbx3^f/f^*) or Tbx3 KO (*Alb-CreERT2; Tbx3^f/f^*) genotypes. Livers were harvested at postnatal weeks 2, 3, and 9 to 12 for analysis. (*F*) Visualization of hepatocyte membranes and nuclei in Alb-CreERT2–driven Tbx3 KO livers. Representative HNF4α and β-ACTIN immunofluorescence images from control and Tbx3 KO livers at postnatal week 2 are shown. (*G*) Alb-CreERT2–driven loss of *Tbx3* results in increased hepatocyte nuclear area. Distribution of HNF4α^+^ nuclear area is shown. Bars indicate mean and SD for all measured nuclei per genotype. *t* test comparison with Welch’s correction was performed on the mean nuclear area from *n* = 3 animals per genotype and timepoint. (*H*) Alb-CreERT2–driven loss of *Tbx3* results in increased hepatocyte nuclear ploidy. Nuclear ploidy distribution of hepatocytes stained with PI and measured by flow cytometry at postnatal week 2. (Scale bars, 100 µm.) Dashed lines delineate CVs.

### TBX3 Represses Transcription of *E2f7* and *E2f8*.

To identify mechanisms of *Tbx3* function, a known repressor of transcription, we investigated potential target genes of TBX3 using chromatin immunoprecipitation-sequencing (ChIP-Seq) in *Tbx3*-overexpressing mouse primary hepatocytes. 

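Chromatin of mouse primary hepatocytes that overexpressed HA-tagged TBX3 was immunoprecipitated with an antibody against the HA tag, and 2 TBX3 ChIP libraries were sequenced beside 2 Input libraries, which hold the sonicated chromatin before immunoprecipitation. The authors mapped the reads with Bowtie 2 and deposited a single genome-wide track made with MACS2, a program that counts the ChIP reads over each base and asks how probable such a count is under a Poisson distribution whose mean comes from the Input. Each value of the track is the −log10 of that p-value, called the score here. The track gives no value per replicate, and neither the paper's text nor the track says whether all 4 libraries or only some of them entered it, so no error between replicates can be attached to any score. The track holds 110667813 intervals over 2727620324 bases. Its contig names are those of GRCm38, and it reaches past the last annotated gene of that build on each of the 21 main chromosomes. Regions were called from the track as runs of bases with a score of at least 5, joined across gaps of up to 30 bp and kept when at least 200 bp long, on the 19 autosomes, X and Y. Genes were taken from the RefSeq annotation of GRCm38.p6, of which 21887 are protein-coding. The annotation used here gives the start and end of each gene without its strand, so a promoter score is the highest score within 1 kb of either end of a gene. Of these settings, the cutoff and the minimum length moved the number of called regions more than the gap did.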

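E2f7 (gene 52679) lies on chromosome 10 of GRCm38 from 110745439 to 110787384. The region called there spans 110745459 to 110745727, a length of 269 bp, and its summit at 110745613 is inside the gene, 174 bp from its lower-coordinate end. The score at this summit in the authors' deposited table is 22.79, and after Benjamini-Hochberg adjustment over all positions of the track it corresponds to an adjusted p of 2.44e-17. The level that gives this score was inferred as a pileup of 31 ChIP reads against 2.69 expected from Input, which is 11.5 times the expected level. E2f8 (gene 108961) lies on chromosome 7 from 48866429 to 48882073. The region called beside it spans 48882773 to 48883071, a length of 299 bp, with its summit at 48882904, outside the gene and 831 bp from its higher-coordinate end. This position is also within the long noncoding RNA gene Gm2788, annotated from 48881300 to 48886608. Its score in the authors' deposited table is 15.53, with an adjusted p of 1.34e-10, from an inferred pileup of 23 ChIP reads against 2.43 expected. A weaker summit of 8.13 in the authors' deposited table follows at 48883322, where 15 reads were inferred, and its run of bases at or above the cutoff is 172 bp long, below the minimum length. Because the track has no value per library, these values carry no replicate error. The alternative that moved both scores most was counting each read pair once, chosen after the data were examined, which divides both the inferred pileup and the expected level by 2 and gave 11.83 at E2f7 and 8.14 at E2f8, with a region still called at each gene. Chromosome 10 has a depth of 1.40 times the autosome median in this track, and with the expected level raised to match the depth of the chromosome the E2f7 summit scored 19.78.

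**Figure D1:**
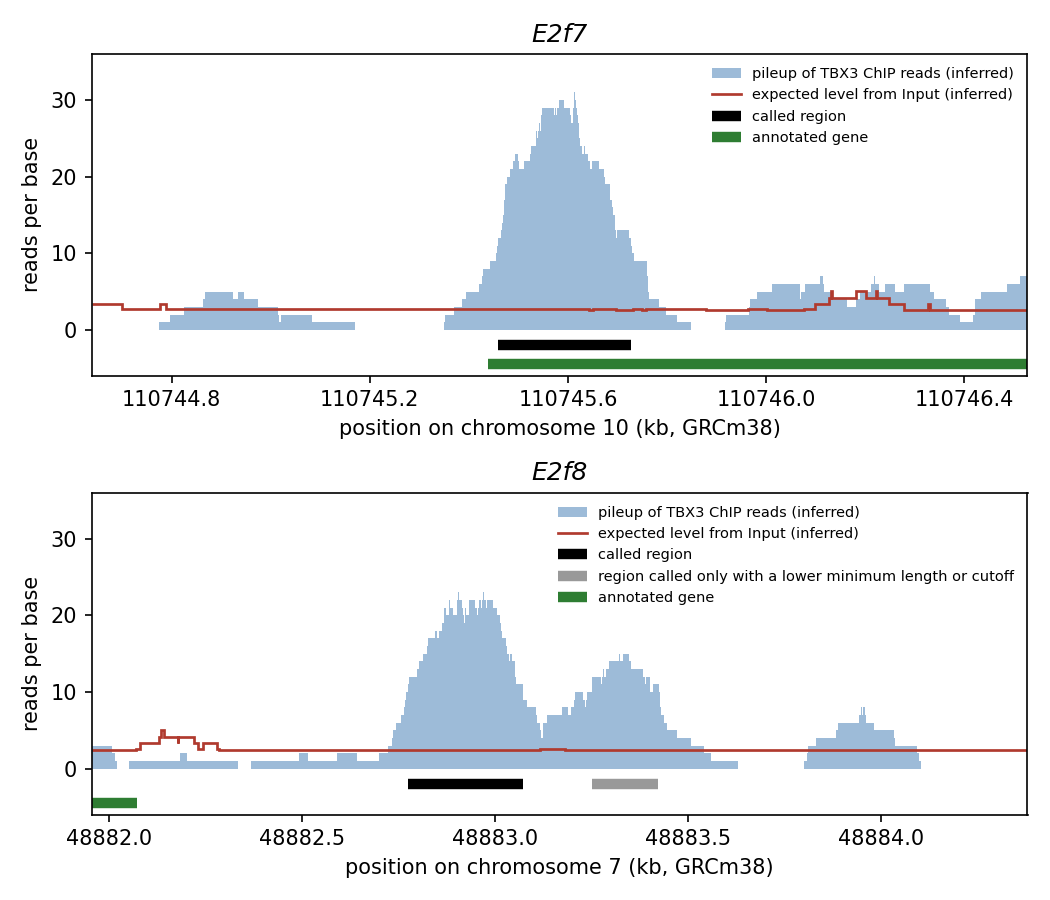
Inferred pileup of TBX3 ChIP reads (filled) and level expected from Input (line), in reads per base, along the E2f7 and E2f8 loci, with called regions and genes as bars. The pileup reaches 31 reads at the E2f7 summit and 23 at the E2f8 summit, while the expected level there is 2.69 and 2.43.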

We found that the TBX3 protein binds to promoter and enhancer regions of *E2f7* and *E2f8*, respectively, and verified this interaction by ChIP-qPCR (Fig. 3*A* and *B*). This suggested that TBX3 represses *E2f7* and *E2f8*, and indeed *E2f7* and *E2f8* transcripts were both ectopically increased in Tbx3 KO livers (Fig. 3*C* and *D*). Knockdown and overexpression of *Tbx3* in cultured primary hepatocytes further corroborated the interactions with *E2f7* and *E2f8* (Fig. 3*E* and *F*).

**Fig. 3.**
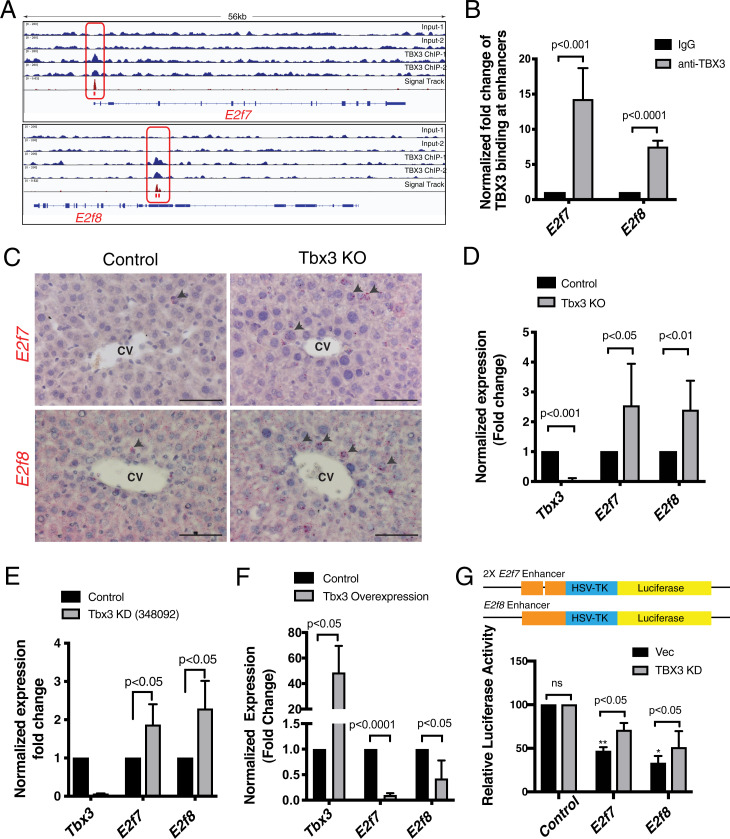
TBX3 directly represses transcription of *E2f7* and *E2f8*. (*A*) TBX3 binds to *E2f7* promoter and *E2f8* enhancer, shown by ChIP-Seq binding profiles (reads per million per base pair) for TBX3 at the *E2f7* and *E2f8* loci in primary hepatocytes. Red boxes indicate significant binding peaks. These sites are tested in *B* and *G*. Profiles are representative of two independent biological replicates. (*B*) Validation of binding sites outlined in *A* by ChIP-qPCR. (*C*–*E*) *E2f7* and *E2f8* transcripts are ectopically up-regulated upon deletion of *Tbx3*. (*C*) mRNA in situ hybridization for *E2f7* and *E2f8* in control (*Axin2-rtTA; TetO-H2B-GFP; Tbx3^f/f^*) and Tbx3 KO (*Axin2-rtTA; TetO-H2B-GFP; TetO-Cre; Tbx3^f/f^*) livers at postnatal week 4 show increased signal in the pericentral hepatocytes of Tbx3 KO livers. Arrowheads point to positive signals. (*D*) qRT-PCR analysis of *Tbx3*, *E2f7*, and *E2f8* transcripts from whole livers of the same samples as in *C* show significantly increased levels of *E2f7* and *E2f8* in the absence of *Tbx3*. (*E*) qRT-PCR analysis shows increased *E2f7* and *E2f8* transcription in Tbx3 KD cultured mouse primary hepatocytes. (*F*) *E2f7* and *E2f8* are down-regulated upon overexpression of *Tbx3*. qRT-PCR analysis of *Tbx3*, *E2f7*, and *E2f8* transcripts in control (*EF1α-GFP*) and Tbx3 OE (*EF1α-GFP-P2A-Tbx3*) mouse primary hepatocytes. (*G*) TBX3 represses *E2f7* and *E2f8* expression by binding to their regulatory regions. Regions outlined in *A* as TBX3 binding sites were cloned into luciferase expression constructs for functional analyses in HepG2 cells and luciferase activity was measured in vector control or TBX3 KD cells. *P* values noted via asterisks are comparisons of control vs. *E2f7* and control vs. *E2f8* in the vector control condition. *P < 0.05; **P < 0.01. Statistical significance was determined by Student’s *t* test from *n* = 3 independent experiments. Error bars indicate SD. (Scale bars, 100 µm.) ns, not significant.

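Across the genome, 125 regions were called, with a median length of 315 bp. Their summit scores in the authors' deposited table range from 6.51 to 77.01, with a median of 12.60. The E2f7 region ranked 19 and the E2f8 region ranked 38 among them by summit score. Of the 21887 protein-coding genes, 12 had a promoter score as high as that of E2f7, E2f7 included, which is 0.0548% (95% Wilson interval 0.0314 to 0.0958%). For E2f8, the highest score within 10 kb outside either end of the gene was compared with the same windows of all protein-coding genes, and 32 genes, or 0.146%, had a score as high (95% Wilson interval 0.104 to 0.206%). Genes are not replicates, so these shares and intervals describe this track only. Summits lay within 1 kb of an end of a protein-coding gene for 55 of the 125 regions (44.0%), while placing each region at random on its chromosome 1000 times gave 3.46% on average and at most 10.4% (two-sided permutation p = 0.002, the smallest that these placements can give). A further 32 summits lay inside protein-coding genes and 38 outside them, with noncoding genes left out of this count. The number of called regions moved most with the cutoff, from 125 to 773 at a cutoff of 3. In a list of 15 other genes that the paper names, which does not hold all of them, no promoter score reached 5, and in the authors' deposited table the highest of these promoter scores was 3.65 at Plk1 and the lowest was 1.42 at Apc. From the binding at E2f7 and E2f8, the paper proposes that TBX3 represses both genes. It tests this further by transcript levels, reporter assays and mouse genetics, which were not re-analysed here.

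**Figure D2:**
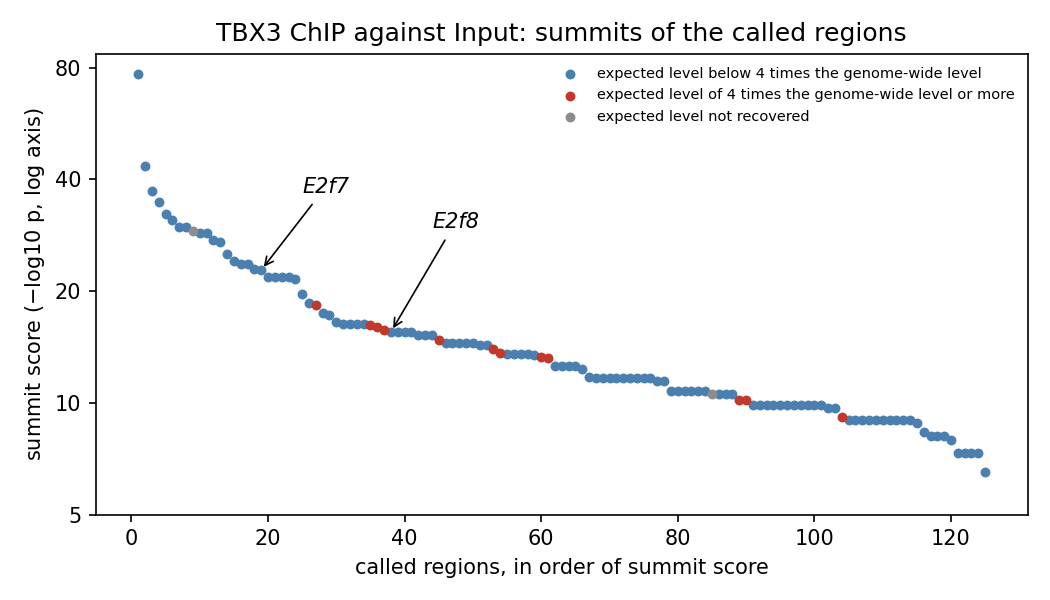
Summit scores (−log10 p, log axis) of the 125 called regions in order of score, coloured by the level expected from Input. The E2f7 region is at rank 19 and the E2f8 region at rank 38.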

To verify that repression of *E2f7* and *E2f8* by TBX3 occurs on the regulatory sequences of these genes, we employed a luciferase reporter assay in human hepatoblastoma HepG2 cells, which express *TBX3* at high levels (32). Addition of the mouse *E2f7* or *E2f8* enhancer regions containing the TBX3 binding sites to an HSV-TK reporter construct led to significant repression of the luciferase reporter activity compared to control vector with HSV-TK promoter only (Fig. 3*G*). Moreover, reporter activity was increased when *TBX3* was knocked down or T-box binding motifs were mutated or deleted from the enhancer regions, confirming that TBX3 is a specific transcriptional repressor of *E2f7* and *E2f8* (Fig. 3*G* and *SI Appendix*, Fig. S3*A*). In the adult human liver, *TBX3* is specifically expressed in pericentral hepatocytes, similar to the mouse liver (*SI Appendix*, Fig. S3*B*). Analysis of ChIP-Seq data from the ENCODE database (GSE105374) (33, 34) showed that human TBX3 protein also binds to *E2F7* and *E2F8* enhancers (*SI Appendix*, Fig. S3*C*), suggesting that TBX3 has conserved functions in both human and mouse livers. Hence, a variety of different experiments provided evidence that TBX3 directly regulates *E2F7* and *E2F8* expression.

### Epistatic Relationships between *Tbx3* and *E2f7/E2f8*.

The negative interactions between *Tbx3* and *E2f7*/*E2f8* and the up-regulation of *E2f7* and *E2f8* in the absence of *Tbx3* would imply that loss of all three genes would suppress the *Tbx3* knockout phenotype. To test possible epistatic interactions by mouse genetics, we generated triple conditional mutants of *Tbx3*, *E2f7*, and *E2f8* (Tbx3*-*E2f7*-*E2f8 TKO). First, we used the *Axin2-rtTA; TetO-GFP; TetO-Cre* system to delete all three genes by continuously administering doxycycline from postnatal week 2 to week 4 (Fig. 4*A*). GFP-labeled nuclei in Tbx3*-*E2f7*-*E2f8 TKO livers were indistinguishable from controls in ploidy and size (Fig. 4*B*–*D* and *SI Appendix*, Table S1). Similar results were obtained in the pan-hepatocyte deletion model of Tbx3*-*E2f7*-*E2f8 TKO livers (*SI Appendix*, Fig. S4*A*–*C* and Table S1). These findings show that simultaneous removal of *E2f7*, *E2f8*, and *Tbx3* resolves the polyploid phenotype caused by removal of *Tbx3* alone. These genetic interactions imply a linear pathway whereby Wnt activates *Tbx3*, which represses the mitotic inhibitors *E2f7* and *E2f8*; this therefore relieves cell cycle arrest and maintains hepatocytes in a diploid, dividing state.

**Fig. 4.**
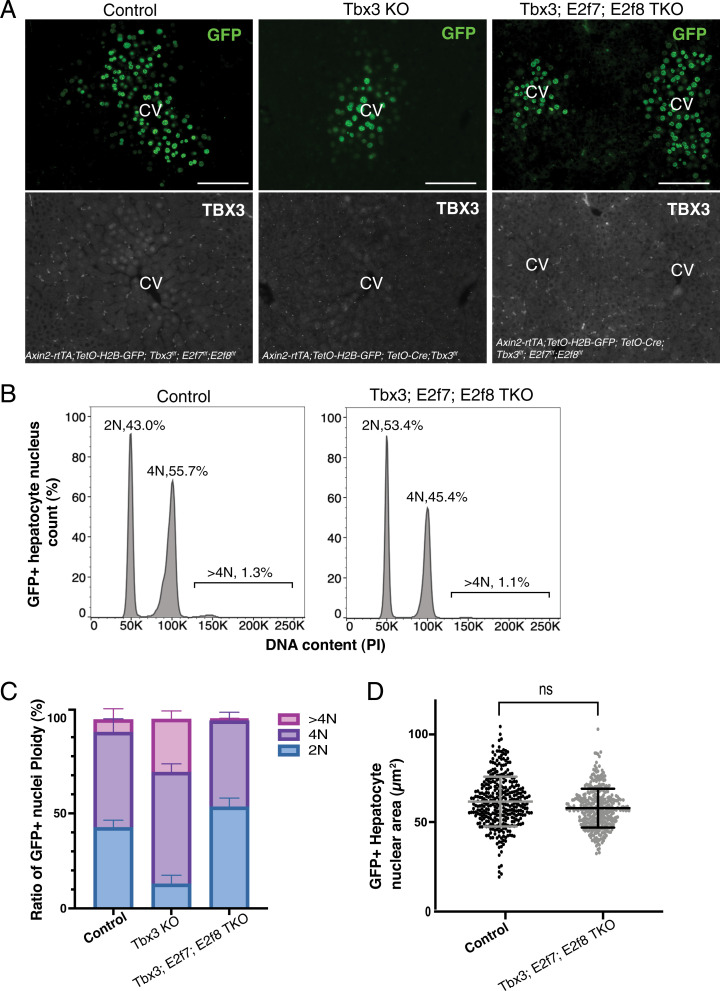
Genetic epistasis test showing *Tbx3* controls hepatocyte ploidy by repressing *E2f7* and *E2f8*. (*A*) Visualization of Axin2-rtTA–driven GFP expression in control, Tbx3 KO, or Tbx3*-*E2f7*-*E2f8 TKO livers. Representative images of GFP and TBX3 immunofluorescence in the pericentral zone in control (*Axin2-rtTA; TetO-H2B-GFP; Tbx3^f/f^; E2f7^f/f^; E2f8^f/f^*), Tbx3 KO (*Axin2-rtTA; TetO-H2B-GFP; TetO-Cre; Tbx3^f/f^*), and Tbx3*;* E2f7*;* E2f8 TKO (*Axin2-rtTA; TetO-H2B-GFP; TetO-Cre; Tbx3^f/f^; E2f7^f/f^; E2f8^f/f^*) livers at postnatal week 4 are shown. (*B*–*D*) Deletion of *E2f7* and *E2f8* along with *Tbx3* restores the balance of ploidy. (*B*) Nuclear ploidy plots of GFP^+^ hepatocytes in control and Tbx3-E2f7-E2f8 TKO mice, stained with PI and measured by flow cytometry. Plots shown are chosen as representatives of each genotype and noted percentages are averages from *n* = 3 control and *n* = 4 Tbx3-E2f7-E2f8 TKO mice. (*C*) Bar graph summarizes nuclear ploidy distribution of GFP^+^ nuclei from each genotype at postnatal week 4. (*D*) Measurements of nuclear area from GFP^+^ pericentral hepatocytes in control (*n* = 3 mice) and Tbx3-E2f7-E2f8 TKO (*n* = 4 mice). Bars indicate mean and SD. *P* = 0.2249, *t* test with Welch’s correction comparison of mean nuclear area from biological replicates. (Scale bars, 100 µm). ns, not significant.

### Loss of *Tbx3* Leads to Fibrosis.

Despite the functions attributed here to *Tbx3* in postnatal liver growth, we did not observe major changes in liver weight or morphology (*SI Appendix*, Fig. S2*C* and *D*). To identify physiological impact of long-term loss of *Tbx3* on the liver, we ablated the gene in neonates with the Alb-CreERT2 driver and aged the animals to adulthood (Fig. 5*A*). Upon histological analysis, we observed cytoplasmic vacuoles and anomalies in the pericentral zone (Fig. 5*B*). In addition, collagen staining revealed fibrotic areas in five of eight adult Tbx3 KO livers, while none of the five control animals exhibited fibrosis (Fig. 5*C*).

**Fig. 5.**
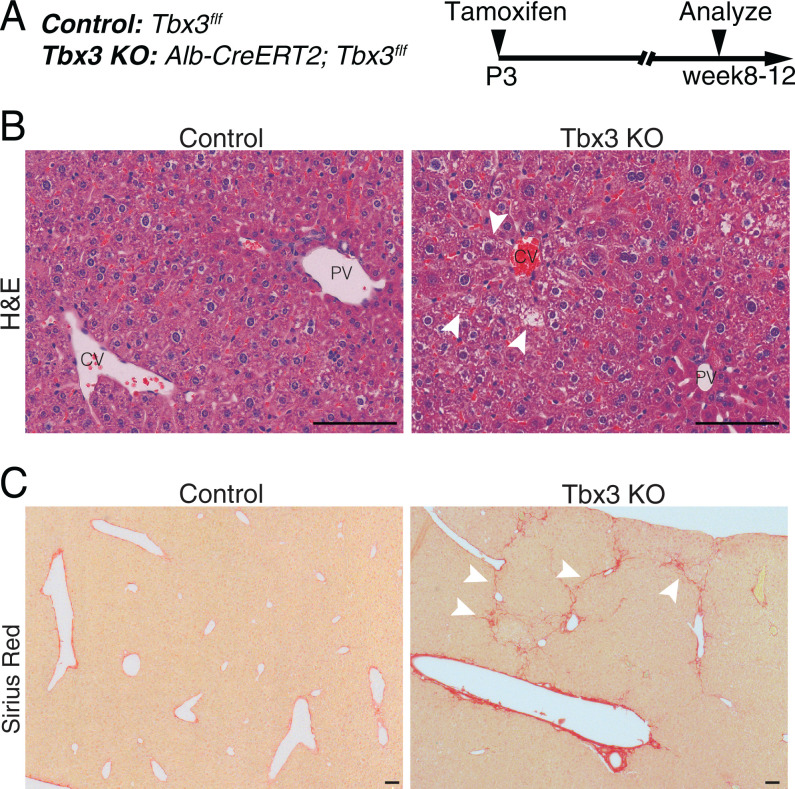
Physiological impact of long-term *Tbx3* deletion. (*A*) Experimental timeline. Control (*Tbx3^f/f^*) or Tbx3 KO (*Alb-CreERT2; Tbx3^f/f^*) neonates were administered tamoxifen at P3 and liver sections were analyzed in adults (8 to 12 wk old). (*B*) Representative images of hematoxylin and eosin (H&E) sections from adult livers are shown. Arrowheads point to cytoplasmic anomalies in the pericentral zone. (*C*) Representative images of Sirius Red–stained sections from adult livers are shown. Arrowheads point to fibrotic tracts that were apparent in five of eight Tbx3 KO mice and none of the five control mice. (Scale bars, 100 µm). PV, portal vein.

## Discussion

In contrast to the extensive insight on the role of growth factors that initiate S phase of the cell cycle, little is known about extracellular signals that regulate M phase. The Wnt/β-catenin signaling pathway is one of the mechanisms known to control G1/S transition (35–38). A role for Wnt signaling during M phase has also been suggested based on high Wnt/β-catenin signaling activity during cell division, through an unknown mechanism (39, 40). In this work we have shown that in the liver, M phase is regulated by Wnt signals through the Wnt target transcription factor *Tbx3*, which in turn represses the mitotic inhibitors *E2f7* and *E2f8*. Interestingly, activating mutations in Wnt signaling components are common in liver cancer (41, 42), while *E2f7* and *E2f8*, as well as polyploidy, are known to suppress tumorigenesis (43–46). These mitotic inhibitors are expressed in several other tissues, such as the placenta and pancreas, where they are also implicated in arresting the cell cycle (8, 47–49). Whether Wnt signaling likewise regulates mitosis by suppressing *E2f7* and *E2f8* in other tissues and contexts is relevant to identifying the widespread functions of Wnts in development and disease (41).

Our data indicated that *Tbx3*, acting in the Wnt signaling network, fine tunes the degree and onset of zonated polyploidy in the liver, by promoting mitosis and cell division. *Tbx3*, which has been shown to act in a dosage-sensitive manner in other contexts (50), seems to be expressed in a gradient in the pericentral zone (*SI Appendix*, Fig. S1*A*). Whether there are differences in *Tbx3* function or rate of proliferation in TBX3-high cells adjacent to the central vein and TBX3-low cells further into the lobule is unclear. *Tbx3*-expressing cells may proliferate at different rates or capacities in the context of injury when additional cell cycle inducers promote tissue repair (19). Moreover, *Tbx3*-negative hepatocytes in the periportal zone seem to maintain low ploidy levels through the course of the animal’s lifetime (51). Whether mitosis is regulated by a periportal signal in these cells remains to be studied.

While we did not observe major changes in liver weight or morphology due to loss of *Tbx3* or increased polyploidy, the fibrotic phenotype of Tbx3 KO mice indicates an important role for cell cycle regulation in the tissue. In the absence of a capacity for cell division, fibrosis becomes a mode of tissue repair and leads to tissue scarring (52, 53). Appearance of fibrotic areas in Tbx3 KO livers suggests that loss of *Tbx3* is not compatible with long-term homeostatic tissue renewal, likely due to failure in cell division, which leads to compensatory fibrotic repair.

Regarding an absence of growth abnormalities during postnatal development, we hypothesize that the increased polyploidy itself contributes to growth of the tissue and compensates for the lack of cell division, as it has been observed with partial hepatectomy (54). In addition, in the growing and adult liver, *Tbx3* is expressed primarily in the pericentral zone, and it is likely that cells from other zones are able to compensate and fill the growth gap in the absence of *Tbx3*.

Our explorations of the mammalian liver highlight it as a useful and unique model for cell cycle studies. Hepatocytes have distinct modes of cell cycle activity. They first undergo complete cycles and proliferate, then face roadblocks and become polyploid. The temporal regulation of these events provides distinct windows to query the extracellular cues that drive the cell cycle and to understand how these signals are linked to the intrinsic cell cycle machinery.

## Materials and Methods

### Animals.

The Institutional Animal Care and Use Committee at Stanford University approved all animal methods and experiments. Wild-type C57BL/6J mice, *Axin2-rtTA* [B6.Cg-Tg(Axin2-rtTA2S*M2)7Cos/J] (55)*, TetO-H2B-GFP* [*Tg(tetO-HIST1H2BJ/GFP)47Efu/J*] (56), and *TetO-Cre* [*B6.Cg-Tg(tetO-cre)1Jaw/J*], *Wls^f/f^* (*129S-Wls^tm1^0.1Lan/J*) (57) strains were obtained from The Jackson Laboratory (JAX). *Tbx3^f/f^* mice were a gift from Anne Moon (Geisinger Clinic, Danville, PA) (58). *Alb-CreERT2* mice were a gift from Julien Sage (Stanford University, Stanford, CA) (59). *E2f7^f/+^; E2f8^f/+^* were gifted by Alain de Bruin (Utrecht University, Utrecht, The Netherlands) (60) and were rederived at the Stanford Transgenic Facility. *Cdh5-CreERT2* mice were used as previously described (61). For knocking out *Tbx3* alone or *Tbx3; E2f7; E2f8* together using the Axin2-rtTA driver, animals were given 1 mg/mL doxycycline (Sigma D9891) in drinking water from P14 until P28. In experiments involving the Alb-CreERT2 driver, neonatal P3 mice received a single intragastric injection of 0.08 mg tamoxifen (Sigma T5648), dissolved in corn oil with 10% ethanol. For knocking out *Wls*, *Cdh5-CreERT2; Wls^f/f^* mice 8 to 10 wk of age received intraperitoneal injections of tamoxifen on 4 consecutive days and tissues were harvested at 7 d after the last dose of tamoxifen. All mice were housed with a 12-h light/dark cycle with ad libitum access to water and normal chow.

### CRISPR-Cas9–Mediated *Apc* Deletion.

The adeno-associated virus with a single guide RNA targetting the *Apc* gene (AAV-sgApc) was produced from the pAAV-Guide-it-Down construct (Clontech Laboratories Inc., 041315) using assembly primers: (forward) 5’CCGGAGGCTGCATGAGAGCACTTG3’ and (reverse) 5’AAACCAAGTGCTCTCATGCAGCCT3’3. AAV-sgApc contains a U6 promoter and an sgRNA targeting the sequence 5’AGGCTGCATGAGAGCACTTG3’ in exon 13 of *Apc*. Adult CRISPR-Cas9 knockin mice were obtained from JAX and a single intraperitoneal injection of AAV-sgApc was administered at a dose of 1 × 10^13 genome copies/kg. Livers were collected for analysis 4 wk after induction.

### Tissue Collection and Processing.

Livers were collected, fixed overnight at room temperature in 10% neutral buffered formalin, dehydrated, cleared in HistoClear (Natural Diagnostics), and embedded in paraffin. Sections were cut at 5-μm thickness, deparaffinized, rehydrated, and processed for further staining via immunofluorescence or in situ hybridization assays as described below.

### Immunofluorescence and Immunocytochemistry.

Tissue slides were subjected to antigen retrieval with Tris buffer pH = 8.0 (Vector Labs H-3301) in a pressure cooker. They were then blocked in 5% normal donkey serum in phosphate buffered saline (PBS) containing 0.1% Triton-X, in combination with the avidin/biotin blocking reagent (Vector Labs SP-2001). Sections were incubated with primary and secondary antibodies and mounted in Prolong Gold with DAPI medium (Invitrogen). Biotinylated goat antibody (Jackson Immunoresearch 705-065-147) was applied to sections stained with TBX3, before detection with Streptavidin-647. GS and β-ACTIN staining was performed with the Mouse-on-Mouse detection kit (Vector Labs) according to the manufacturer’s protocol. The following antibodies were used: GFP (chicken, 1:500; Abcam ab13970), TBX3 (goat, 1:50; Santa Cruz sc-17871), GS (mouse, 1:500; Millipore MAB302), β-ACTIN (mouse, 1:100; Abcam ab8226), and HNF4α (rabbit 1:50; Santa Cruz sc8987). Samples were imaged at 20× magnification using a Zeiss Imager Z.2 and processed and analyzed with ImageJ software. For immunocytochemistry, plated cells were fixed with 4% paraformaldehyde, blocked in 5% normal donkey serum in PBS containing 0.1% Triton-X, and stained with primary and secondary antibodies as indicated above. Cells were imaged using a Zeiss Spinning Disk Confocal Microscope.

### mRNA In Situ Hybridization.

In situ hybridizations were performed using the manual RNAscope 2.5 HD Assay-Red Kits (Advanced Cell Diagnostics) according to the manufacturer’s instructions. Images were taken at 20× magnification on a Zeiss Imager Z.2 and processed using ImageJ software. Probes used in this study were *E2f7* (target region: 612 to 1,526) and *E2f8* (target region: 911 to 1,893).

### RNA Isolation and qRT-PCR.

Liver samples were homogenized in TRIzol (Invitrogen) with Pestle Motor Mixer (Argos Technologies A0001) or bead homogenizer (Sigma). Total RNA was purified using the RNeasy Mini Isolation Kit (Qiagen) and reverse transcribed (High-Capacity cDNA Reverse Transcription Kit; Life Technologies) according to the manufacturer’s protocol. qRT-PCRs were performed with TaqMan Gene Expression Assays (Applied Biosystems) on a StepOnePlus Real-Time PCR System (Applied Biosystems). Relative target gene expression levels were calculated using the delta-delta CT method as previously described (62). Gene expression assays used were *Gapdh* (Mm99999915_g1) as control, *Tbx3* (Mm01195719_m1), *E2f7* (Mm00618098_m1), and *E2f8* (Mm01204165_g1).

### Hepatocyte Isolation and Culture.

Hepatocytes were isolated by a two-step collagenase perfusion technique as previously described (31). Six-well plates (Greiner Bio-One 657160) were precoated with collagen (Corning 354236). Primary hepatocytes were plated into 2 mL of expansion media and media were replaced every 2 to 3 d. Basal media consisted of William E media containing 1% (vol/vol) glutamax, 1% (vol/vol) nonessential amino acids, 1% (vol/vol) penicillin/streptomycin (all from Gibco), 0.2% (vol/vol) normocin (Invivogen), 2% fetal bovine serum (FBS) (Omega), 2% (vol/vol) B27 (Gibco), 1% (vol/vol) N2 supplement (Gibco), 100 mM nicotinamide (Sigma-Aldrich), 1.25 mM *N*-acetylcysteine (Sigma-Aldrich), 10 μM Y27632 (Peprotech), and 1 μM A83-01 (Tocris). Expansion media contained 3 μM CHIR99021 (Peprotech), 25 ng/mL Epidermal Growth Factor (EGF) (Peprotech), 50 ng/mL Hepatocyte Growth Factor (HGF) (Peprotech), and 100 ng/mL Tumor Necrosis Factor alpha (TNFα) (Peprotech). To passage, cells were incubated with TrypLE Express (Gibco) for 5 min at 37 °C. Dissociated hepatocytes were transferred into new plates with fresh expansion media. Remaining cells were transferred to basal media and centrifuged at 300 × *g* for 4 min. Cells were resuspended in Bambanker (Wako) and stored at −80 °C for be thawed following standard procedures for subsequent cultures.

### Lentiviral Gene Delivery to Primary Hepatocytes.

At 24 h prior to transfection, HEK293T cells were plated in six-well plates at 8 × 105 cells per well in Dulbecco's Modified Eagle Medium (DMEM) (10% vol/vol FBS). Cells growing at ∼70 to 80% confluency were transfected with 1 μg of pLKO.1-puro-CMV-TurboGFP (Sigma-Aldrich) or one of five mouse *Tbx3* MISSION shRNAs (TRCN0000348157, TRCN0000348092, TRCN0000095870, TRCN0000334009, and TRCN0000095872) along with second generation lentiviral packaging and envelope plasmids, 0.75 μg of psPAX2 and 0.25 μg of pMDL.g (Addgene #12260, #12259, gifts from Didier Trono [Ecole Polytechnique Fédérale de Lausanne , 1015 Lausanne, Switzerland] ). At 36 h posttransfection, the media containing lentiviral particles were collected and passed through a 0.45-μm filter. Polybrene was added to a final concentration of 4 μg/mL. The filtered media containing lentivirus were added at a 1:1 (vol/vol) dilution to target primary hepatocytes. A second infection was performed at 60 h posttransfection. Hepatocytes were put on expansion media with puromycin (10 μL/mL) 1 d after the second transfection for 2 d for selection. Hepatocytes were harvested 4 d after the second transfection for qRT-PCR analysis and two out of five *Tbx3* shRNA were verified to be effectively knocking down *Tbx3*. A total of 50,000 cells from these two lines were plated for growth curve analysis. Cell counts were performed using the Cellometer K2 (Nexelcom).

### Generation of Tbx3-HA Ectopic Expression Vector.

*Tbx3* was amplified from the Mammalian Gene Collection (MGC) fully sequenced mouse *Tbx3* cDNA (Ge Dharmacon MMM1013-202797681) with forward primer: 5′-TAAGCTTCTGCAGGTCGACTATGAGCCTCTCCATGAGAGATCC-3′ and reverse primer: 5′-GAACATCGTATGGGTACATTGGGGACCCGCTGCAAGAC-3′ and inserted into pKH3(Addgene 12555) to add HA-tag at C-terminal of *Tbx3* by NEBuilder HiFi DNA Assembly Cloning Kit (E5520S). Then Tbx3-HA was amplified with forward primer: 5′-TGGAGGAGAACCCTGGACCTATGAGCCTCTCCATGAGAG-3′ and reverse primer: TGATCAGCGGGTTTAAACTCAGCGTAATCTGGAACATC-3′ and inserted into *pT2-SVNeo-EF1α-eGFP-P2A_PmeI* (modified from *pT2-SVNeo-EF1α-eGFP-P2A_EcoRI*, gift from Eric Rulifson [Stanford University, Stanford, CA]).

### Applying Sleeping Beauty Transposon System in Primary Hepatocytes.

Primary hepatocytes were cultured with expansion media till 60% confluent. The Sleeping Beauty System was applied as described in the plasmid DNA transfection protocol from TransIT-X2 Dynamic Delivery System (Mirus Biotech) with modifications. A total of 2.25 μg of *pT2-SVNeo-EF1α-eGFP* or *pT2-SVNeo-EF1α-eGFP-P2A-Tbx3-HA* along with the transposase in a ratio of 10:1 were mixed with *Trans*IT-X2 and incubated for 48 h. Then cells were put on G418 selection with expansion media for 48 h. Cells expressing *GFP* only or *GFP* together with *Tbx3* were expanded for growth curve or flow cytometry analysis.

### Hepatocyte Nuclei Isolation and Ploidy Analysis.

Hepatocyte nuclei preparation method was developed by modifying the chromatin preparation protocols described previously (63, 64). Liver lobes were homogenized in cold 1% formaldehyde in PBS with a loose pestle and dounce homogenizer with 15 to 20 strokes and fixed for 10 min at room temperature. Samples were incubated for 5 min with glycine at a final concentration 0.125 M and centrifuged at 300 × *g* for 10 min, at 4 °C. Pellets were washed in PBS and resuspended with 10 mL cell lysis buffer (10 mM Tris⋅HCl, 10 mM NaCl, 0.5% IGEPAL) and filtered through 100-μm cell strainers. A second round of homogenization was performed by 15 to 20 strokes with a tight pestle. Nuclei were pelleted at 2,000 × *g* for 10 min at 4 °C and resuspended in 0.5 mL PBS and 4.5 mL of prechilled 70% ethanol and stored at −20 °C for ploidy analysis. Nuclei were resuspended in 5 mL of PBS and approximately 1 million nuclei were stained with 0.5 mL of FxCycle PI/RNase (Thermo Fisher, F10797) staining solution for 15 to 30 min at room temperature. Primary hepatocytes were fixed and stained the same way. Both nuclei and cells were analyzed on FACS ARIA II (BD). Data were processed with FACS Diva 8.0 software (BD) and FlowJo v10 (FlowJo). Doublets were excluded by forward-scatter width (FSC-W)/ forward-scatter height (FSC-H) and side-scatter width (SSC-W) / side-scatter height (SSC-H) analysis. Single-stained channels were used for compensation and fluorophore minus one control was used for gating.

### ChIP-qPCR and Sequencing.

Three to five million *Tbx3* overexpressing primary hepatocytes were used for each ChIP reaction as recommended (65). Chromatin was prepared with a truChIP Chromatin Shearing Reagent Kit (Covaris 520154) and sheared with Covaris S220 according to the kit manual. A total of 4 μg anti-HA antibody (Roche Sigma 11867423001) was used for immunoprecipitation with a BioVision immunoprecipitation kit (K286-25). Rat IgG1 isotype control (Thermo Fisher MA1-90035) was used for IgG control. ChIP washing steps, input, and ChIP DNA preparation were modified as described previously (64) and sent for sequencing through the NextSeq 500 system (Illumina). Sequencing data were mapped as previously described with modifications (65). Raw reads were mapped with Bowtie 2 (66) and processed and sorted with Samtools (67). Peaks were called using MACS2 as previously described (68–70) with modifications from subcommands. 

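The settings behind the deposited track were inferred from its scores. A MACS2 score is fixed by the number of ChIP reads over a base and by the expected level, which is the highest of a genome-wide level and of the local Input level, so the track takes only certain values. Such a pair of levels was found for 99.998% of bases, with reads extended to 150 bp, Input windows of 1000 and 10000 bp, a genome-wide level of 2.43 reads and an Input scale of 0.835. Among bases with a score of at least 5, a pair was found for 98.76%. The pileup adds up to 30198753 ChIP reads, and the genome-wide level gives a total of about 30400000 reads when multiplied by the preset mouse genome size of MACS2. The Input scale then gives about 36400000 Input reads. The depth of each library cannot be read from these totals, since the libraries behind the track are not stated. At a depth at which 2.43 reads are expected by chance, neighbouring whole-read counts are separate steps of the score, so many genes share the same promoter score.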

Purified input, IgG, and ChIP DNA following the chromatin immunoprecipitation were also used in ChIP-qPCR and calculated as described previously (63). Forward: 5′-AAGGTCATCCCAGAGCTGAA-3′ and reverse: 5′-CTGCTTCACCACCTTCTTGA-3′ primers detecting *Gapdh* promoter area were used as internal controls. *E2f7* forward: 5′-CGCCAGAGGAGGTGTTTTAG-3′ and reverse: 5′-CGGGCAGAGCGTGTAGAT-3′ or *E2f8* forward: 5′-GAACACTTGGGTGACCCTGA-3′ and reverse: 5′-CAAAGGGAATGCACACTGG-3′ were used to detect the TBX3-bound *E2f7* or *E2f8* promoter areas, respectively.

### Luciferase Assay for Promoter Function.

The HSV-TK promoter was cloned upstream of luciferase in the pGL4.10[luc2] plasmid (Promega). A 122-bp region of the *E2f7* promoter or a 2.1-kb region of the *E2f8* enhancer was cloned into the *Xho*I site upstream of the HSV-TK promoter. Two T-box binding motifs from the *E2f7* promoter were mutated and six motifs were deleted from the *E2f8* enhancer. HepG2 cells were cotransfected with 250 ng of the test plasmid and 250 ng of control pRL-TK plasmid, using the TransIT-X system (Mirus). A dual luciferase reporter assay (Promega) was performed at 48 h posttransfection with luminescence detected by a luminometer (Berthold Technologies). Firefly luciferase activity was normalized to Renilla luciferase in each sample.

### Quantification of Nuclear Area.

Liver tissues were sectioned at 5 μm, stained with anti-GFP or anti-HNF4α antibodies, and imaged at 20× magnification. Hepatocyte nuclei were detected automatically with the “analyze particles” feature of Fiji (ImageJ) software to encircle GFP- or HNF4α-positive nuclei and selected regions were validated or corrected manually when necessary. Area of each encircled nucleus was then measured with the “measure” feature. The number of nuclei measured per animal (*n* = 3 mice, unless otherwise noted) was as follows: control = 267 to 339 and Tbx3 KO = 222 to 310 (Fig. 2*C*); control week 2 *=* 360 to 392 and Tbx3 KO week 2 *=* 341 to 431; control week 3 *=* 436 to 714 and Tbx3 KO week 3 *=* 298 to 714; control weeks 9 to 12 *=* 278 to 411 and Tbx3 KO weeks 9 to 12 *=* 182 to 399 (Fig. 2*G*); control *=* 265 to 338 and Tbx3-E2f7-E2f8 TKO *=* 303 to 370, *n* = 4 mice (Fig. 4*D*); control *=* 348 to 375, Tbx3 KO *=* 303 to 409 and Tbx3-E2f7-E2f8 TKO *=* 493 to 626 (*SI Appendix*, Fig. S4*C*).

### Fibrosis Assay.

Livers were fixed in 10% neutral buffered formalin and sectioned at 5-μm thickness. Slides were deparaffinated in HistoClear (Natural Diagnostics), hydrated in graded ethanol series, and rinsed in distilled water. Slides were covered in 0.1% Sirius Red in saturated picric acid F-357-2 (Rowley Biochemical) for 1 h and washed in two changes of acidified water (0.5% glacial acetic acid). They were then dehydrated in ethanol, cleared in HistoClear, and mounted in resinous medium. Brightfield images were collected on a Zeiss Imager Z.2.

## Supplementary Material

Supplementary File

## Data Availability

All study data are included in the article and/or supporting information. The TBX3 ChIP-Sequencing dataset is available in the Gene Expression Omnibus (GEO) with the accession number GSE205339 (71) or the link https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205339.

# Supplementary material for: Wnt signaling regulates hepatocyte cell division by a transcriptional repressor cascade
**Source:** Proc Natl Acad Sci U S A. 2022 Jul 22;119(30):e2203849119. doi: 10.1073/pnas.2203849119
**Supplement:** Supplementary File

**Supplementary Information for**  
**Wnt Signaling Regulates Hepatocyte Cell Division by a**  
**Transcriptional Repressor Cascade**

Yinhua Jin<sup>a,b,1</sup>, Teni Anbarchian<sup>a,b,1</sup>, Peng Wu<sup>a,b,c</sup>, Abby Sarkar<sup>a,b</sup>, Matt Fish<sup>a,b</sup>, Weng Chuan Peng<sup>a,b,2</sup>, Roel Nusse<sup>a,b,3</sup>

<sup>1</sup>Y.J. and T.A. contributed equally to this work.

**This PDF file includes:**

Supplementary text  
Supplementary Figures 1 to 4  
Supplementary Table 1

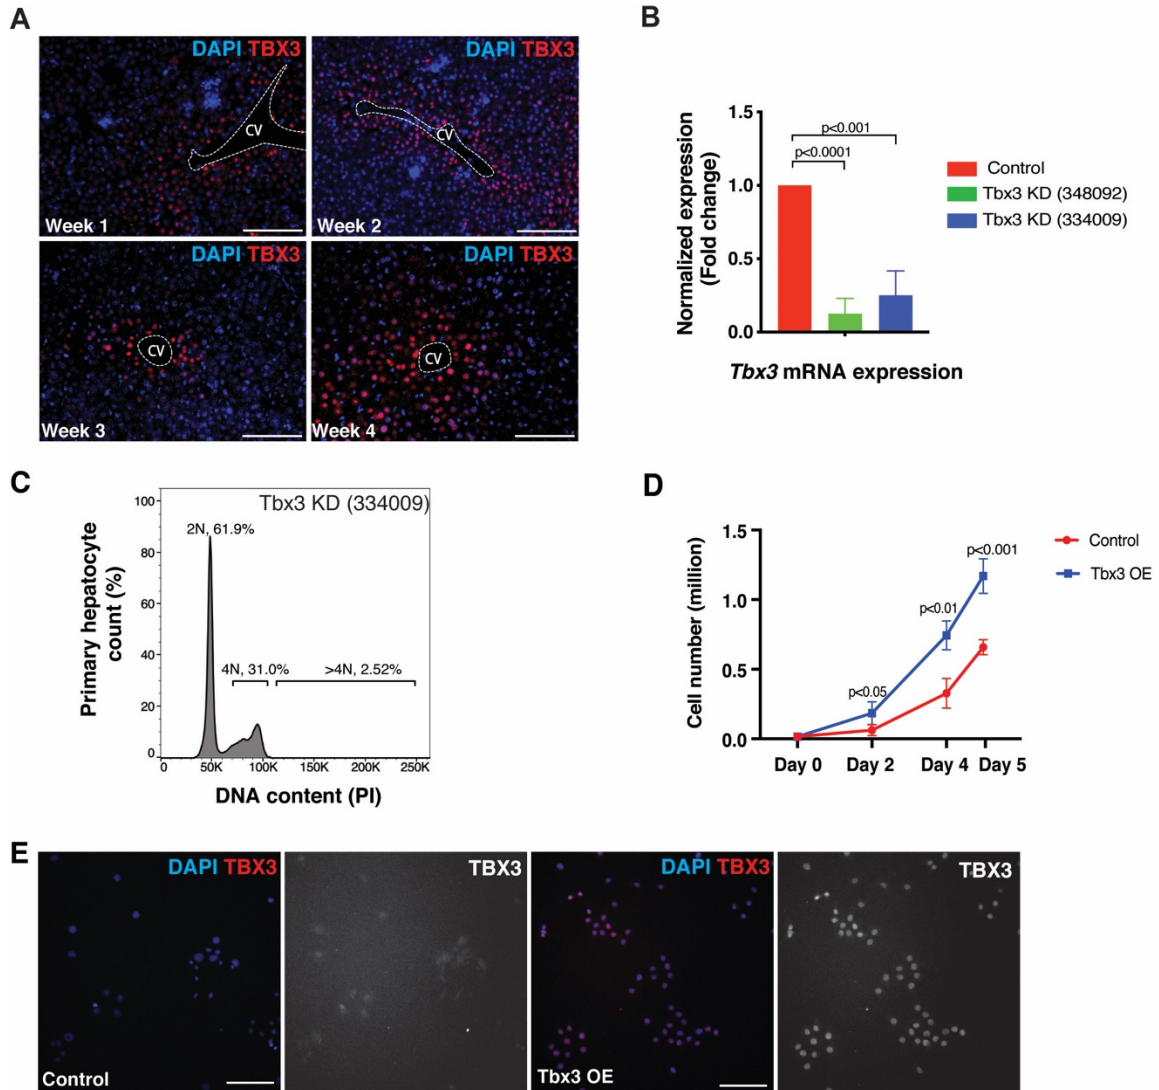

**Figure S1.** Expression of *Tbx3* *in vivo* and its modulation *in vitro*. (A) *Tbx3* is expressed broadly in the pericentral zone during the postnatal growth phase. TBX3 protein is detected by immunofluorescence in hepatocytes surrounding the central veins, at postnatal weeks 1–4. Representative images are shown. (B) Efficient knockdown (KD) of *Tbx3* in hepatocytes. Cultured mouse primary hepatocytes were treated with control or one of two different *Tbx3* shRNA constructs (#348092 and #334009). Normalized fold change in expression of *Tbx3* mRNA levels measured by qRT-PCR is shown. Statistical significance was determined by Student's t-test between control and each *Tbx3* KD condition from  $n=3$  independent experiments. (C) *Tbx3* KD with shRNA #334009 resulted in a minor increase in the percentage of polyploid cells, compared to Control in Fig. 1C. Representative flow cytometry plots show ploidy distribution of *Tbx3* KD cells, stained with propidium iodide (PI). Percentages of ploidy classes are reported as averages from  $n=3$  independent experiments. (D) *Tbx3* overexpression (OE) leads to increased hepatocyte proliferation in culture. Growth curves of Control (*EF1 $\alpha$ -GFP*) and *Tbx3* OE (*EF1 $\alpha$ -GFP-P2A-Tbx3*) primary hepatocytes are shown at days 0, 2, 4 and 5 after seeding. Statistical significance was determined by Student's t-test from  $n=3$  independent experiments. (E) Cultured *Tbx3* OE primary hepatocytes. Representative *Tbx3* immunofluorescence images of Control or *Tbx3* OE mouse primary hepatocytes are shown. Scale bars, 100 $\mu$ m. CV, central vein. KD, knock down. OE, overexpression. PI, propidium iodide. Dashed lines delineate central veins.

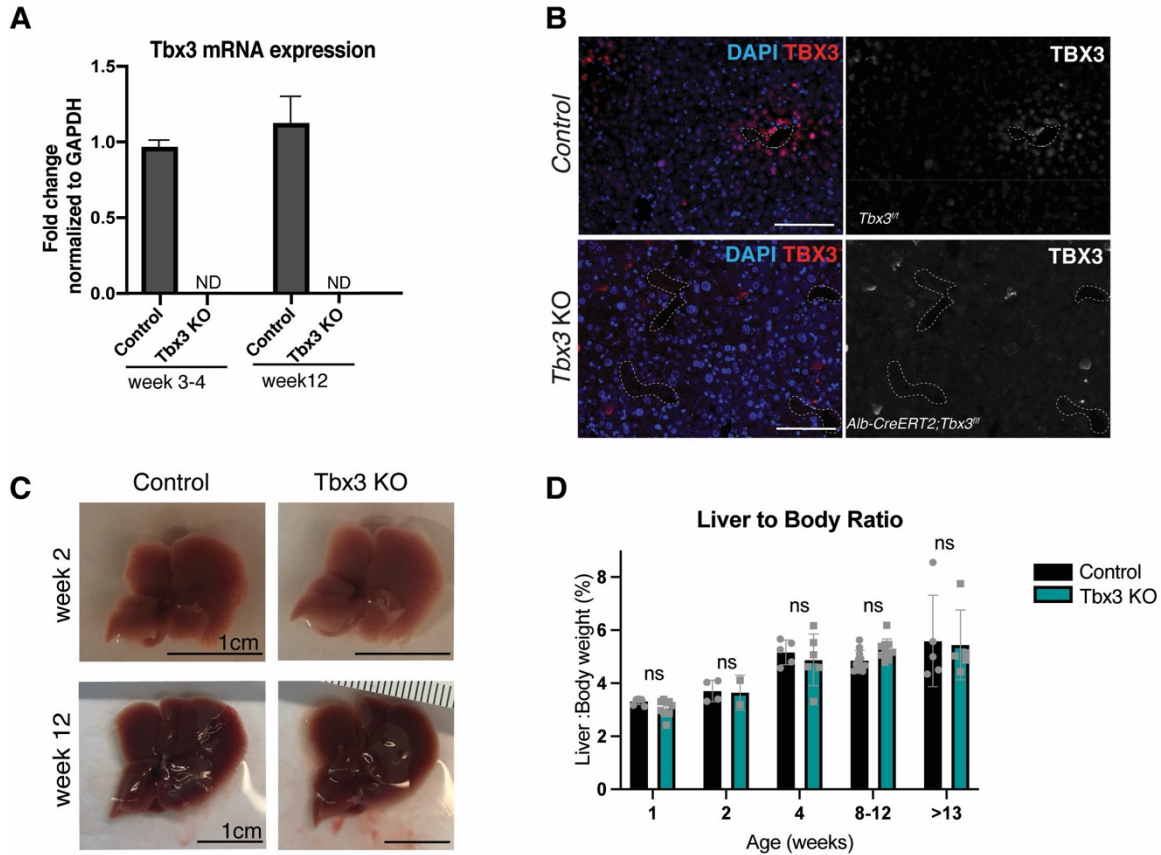

**Figure S2.** AlbCreERT2-driven loss of *Tbx3* does not impact liver size or morphology. (A) Efficient deletion of *Tbx3* mRNA with the Alb-CreERT2 driver. Neonates received a single dose tamoxifen at postnatal day 3 and *Tbx3* deletion was verified by qRT-PCR in Control (*Tbx3*<sup>fl/fl</sup>) and *Tbx3* KO (*Alb-CreERT2*; *Tbx3*<sup>fl/fl</sup>) livers at postnatal weeks 3-4 and 12. (B) Efficient deletion of *Tbx3* protein with the Alb-CreERT2 driver. Representative images of *Tbx3* immunofluorescence, at postnatal week 3 in Control (*Tbx3*<sup>fl/fl</sup>) and *Tbx3* KO (*Alb-CreERT2*; *Tbx3*<sup>fl/fl</sup>) livers are shown. (C) Photographs of Control (*Tbx3*<sup>fl/fl</sup>) and *Tbx3* KO (*Alb-CreERT2*; *Tbx3*<sup>fl/fl</sup>) livers at postnatal weeks 2 and 12 show no changes to liver morphology. (D) Liver to body weight ratios at various weeks after birth show no significant differences in liver-to-body weight ratio in between Control (*Tbx3*<sup>fl/fl</sup>) and *Tbx3* KO (*Alb-CreERT2*; *Tbx3*<sup>fl/fl</sup>) animals. Each data point is representative of one animal. ND, Not Detected. ns= not significant. Dashed lines delineate veins.

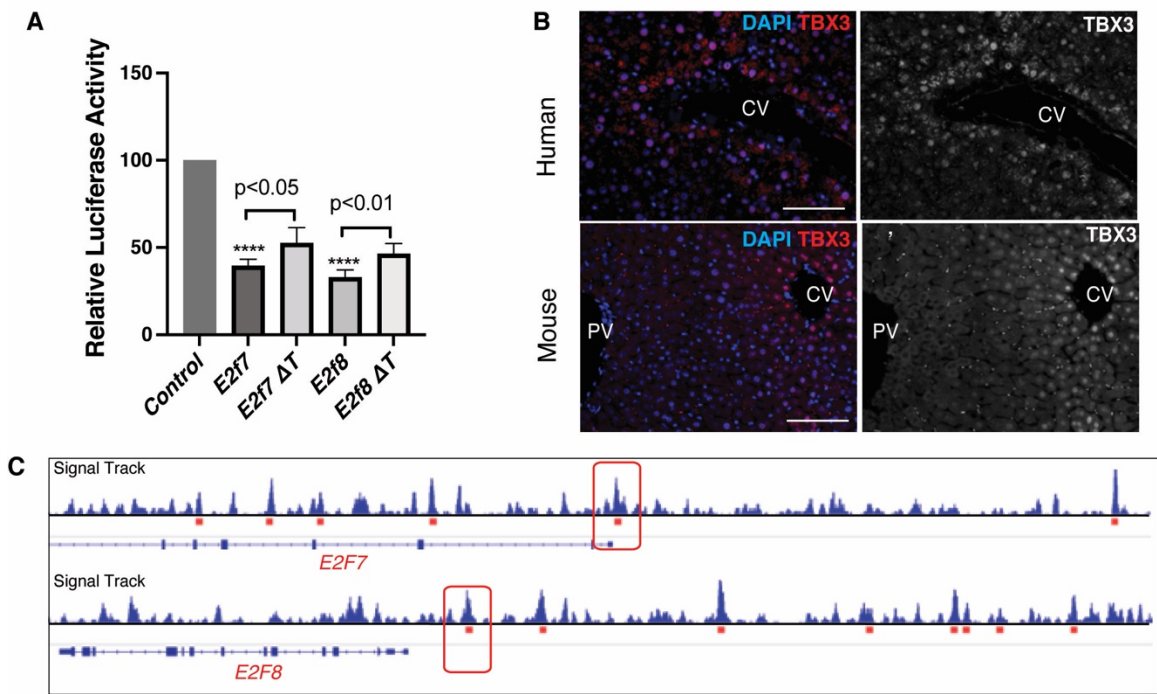

**Figure S3.** TBX3 as a specific repressor of E2F7/E2F8, is expressed in pericentral hepatocytes of the human liver and binds to E2F7/E2F8 in human hepatocytes. (A) Tbx3 represses E2F7 and E2F8 by binding to T-box motifs. T-box motifs were mutated on E2F7 and deleted on E2F8 loci and were cloned into luciferase expression constructs for functional analyses in HepG2 cells and luciferase activity was measured. P-values noted via asterisks are comparisons of Control vs. E2F7 and Control vs. E2F8 in the Vector control condition. \*\*\*\*P<0.0001. Statistical significance was determined by Student's t-test from n=5 independent experiments. Error bars indicate standard deviation. (B) Tbx3 is expressed in the pericentral hepatocytes of human livers. TBX3 protein is detected by immunofluorescence in both human and mouse livers. (C) Tbx3 binds to E2F7 and E2F8 in human hepatocytes. Tbx3 Chromatin Immunoprecipitation-Sequencing (ChIP-Seq) Signal Track from HepG2 Cells (ENCODE) for E2F7 and E2F8 loci. Regions underlined in red indicate significant binding peaks. Boxed regions are significant binding regions conserved in mouse. CV, Central Vein. PV, Portal Vein. Scale bars, 100  $\mu$ m.

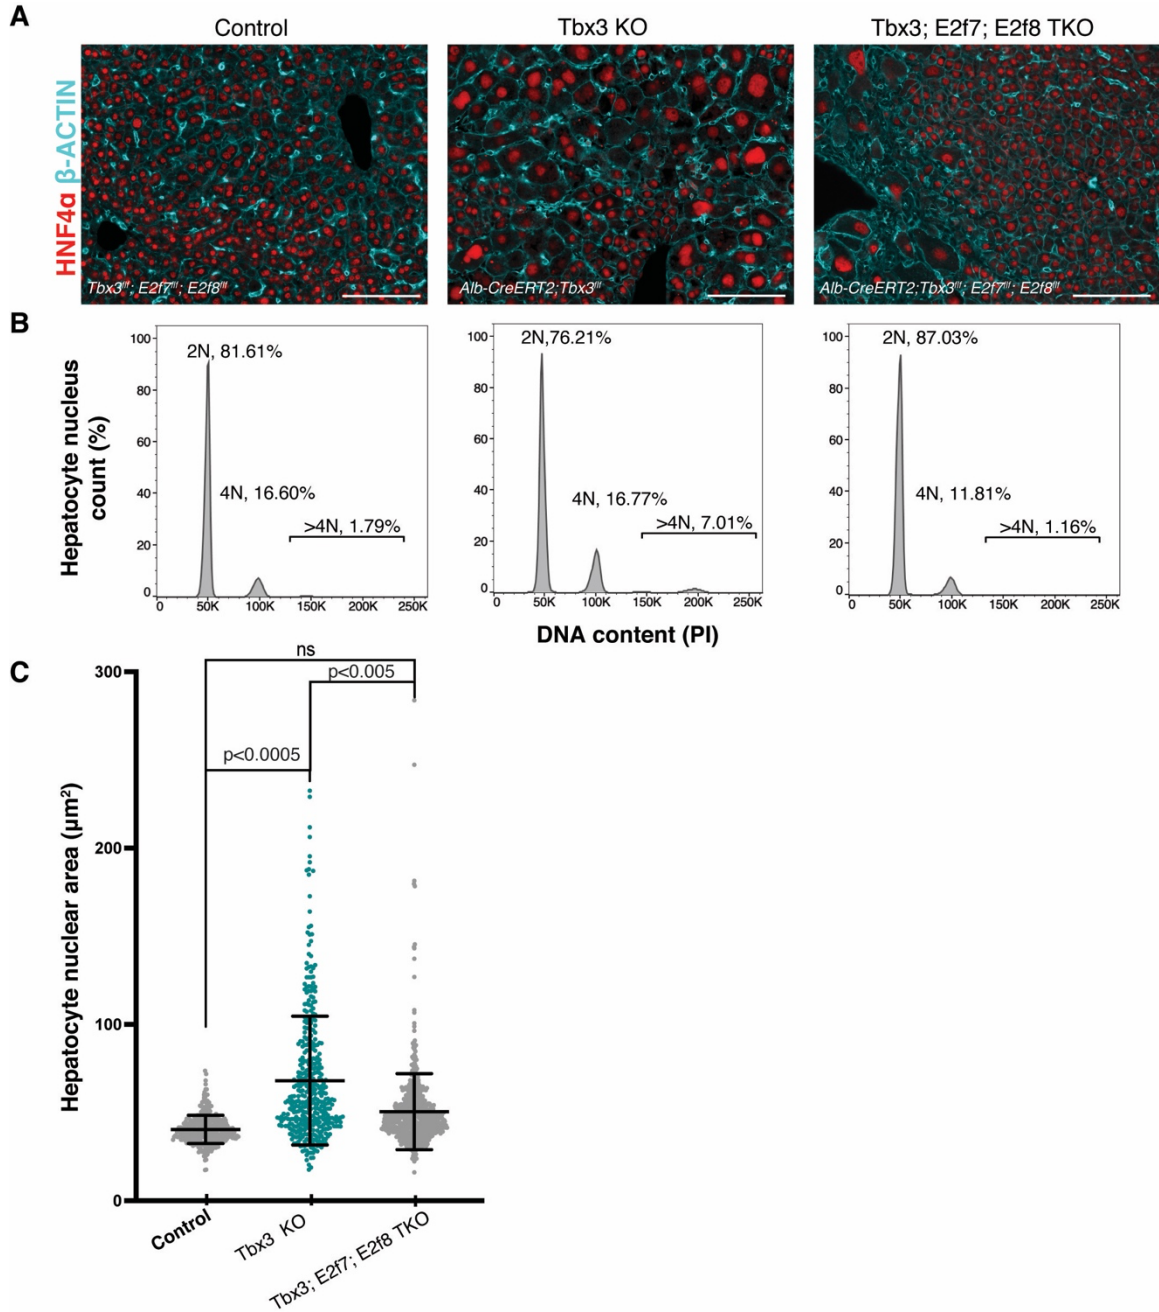

**Figure S4.** Genetic epistasis test showing Tbx3 controls hepatocyte polyploidy by repressing *E2f7* and *E2f8*. (A) Membrane and nuclear visualization of Control or Alb-CreERT2-driven Tbx3 KO or Tbx3-E2f7-E2f8 TKO livers. Representative Hnf4α and β-Actin immunofluorescence images at postnatal week 4 are shown. (B-C) Deletion of *E2f7* and *E2f8* along with *Tbx3* rescues the polyploidy phenotype of Tbx3 KO. (B) Representative flow cytometry plots of nuclear ploidy distribution from n=5 Control (*Tbx3*<sup>fl/fl</sup>; *E2f7*<sup>fl/fl</sup>; *E2f8*<sup>fl/fl</sup>), n=4 Tbx3 KO (*Alb-CreERT2*; *Tbx3*<sup>fl/fl</sup>) and n=4 Tbx3-E2f7-E2f8 TKO (*Alb-CreERT2*; *Tbx3*<sup>fl/fl</sup>; *E2f7*<sup>fl/fl</sup>; *E2f8*<sup>fl/fl</sup>) livers at postnatal week 4. (C) Measurements of hepatocyte nuclear area in livers from (A). n=3 mice per genotype. Bars indicate mean and standard deviation for all measured nuclei per genotype. Means of nuclear area were calculated for each animal. Means for each genotype were compared by one-way ANOVA. Ns= not significant (adjusted P=0.0626). Scale bars, 100μm. PI, propidium iodide.

**Table S1. Average ploidy distribution of hepatocyte nuclei.**

| Genotype                                                                                                    | Average |      |      | p-Value   |           |           |
|-------------------------------------------------------------------------------------------------------------|---------|------|------|-----------|-----------|-----------|
|                                                                                                             | 2N%     | 4N%  | >4N% | 2N%       | 4N%       | >4N%      |
| <i>Control (GFP)</i>                                                                                        | 76.7    | 19.5 | 1.4  | p < 0.001 | p < 0.05  | p < 0.05  |
| <i>Tbx3</i> KD ( <i>shRNA</i> #348092)                                                                      | 57.1    | 32.4 | 5.7  |           |           |           |
| <i>Control (EF1<math>\alpha</math>-GFP)</i>                                                                 | 42.1    | 50.6 | 5.4  | p < 0.001 | p < 0.001 | p < 0.05  |
| <i>Tbx3</i> overexpressing ( <i>Tbx3</i> OE, <i>EF1<math>\alpha</math>-GFP-P2A-Tbx3</i> )                   | 67.4    | 27.3 | 2.5  |           |           |           |
| <i>Axin2-rtTA; TetO-H2B-GFP; Tbx3<sup>fl/fl</sup></i>                                                       | 39.3    | 48.6 | 11.2 | p < 0.001 | p < 0.05  | p < 0.005 |
| <i>Axin2-rtTA; TetO-H2B-GFP; TetO-Cre; Tbx3<sup>fl/fl</sup></i>                                             | 7.6     | 63   | 29   |           |           |           |
| <i>Axin2-rtTA; TetO-H2B-GFP; Tbx3<sup>fl/fl</sup>; E2f7<sup>fl/fl</sup>; E2f8<sup>fl/fl</sup></i>           | 43.0    | 55.7 | 1.3  | ns        | ns        | ns        |
| <i>Axin2-rtTA; TetO-H2B-GFP; TetO-Cre; Tbx3<sup>fl/fl</sup>; E2f7<sup>fl/fl</sup>; E2f8<sup>fl/fl</sup></i> | 53.4    | 45.4 | 1.1  |           |           |           |
| <i>Tbx3<sup>fl/fl</sup></i>                                                                                 | 84.3    | 12.3 | 1.0  | p < 0.05  | p < 0.05  | ns        |
| <i>Alb-CreERT2; Tbx3<sup>fl/fl</sup></i>                                                                    | 52.3    | 39.2 | 7.3  |           |           |           |
| <i>Tbx3<sup>fl/fl</sup>; E2f7<sup>fl/fl</sup>; E2f8<sup>fl/fl</sup></i>                                     | 81.6    | 16.6 | 1.8  | ns        | ns        | ns        |
| <i>Alb-CreERT2; Tbx3<sup>fl/fl</sup>; E2f7<sup>fl/fl</sup>; E2f8<sup>fl/fl</sup></i>                        | 87.0    | 11.9 | 1.2  |           |           |           |

How the deposited data were processed for this re-analysis (not part of the article)

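TBX3 ChIP-Seq of mouse primary hepatocytes overexpressing HA-tagged TBX3 comprises 2 TBX3 ChIP and 2 Input libraries. The authors mapped the reads with Bowtie 2, sorted them with Samtools and deposited a MACS2 track whose values are the −log10 of a p-value for the ChIP pileup against the level expected from Input. The paper's text does not name versions, the genome build, the treatment of duplicates or whether and how the replicates were combined. The deposited values carry no count per library and no replicate, so the track was used as it is, without knowing which of the libraries entered it, and 0 other columns of per-sample values were present.

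From the deposited −log10 p-values, regions were called at a score of at least 5, with gaps of up to 30 bp joined and a minimum length of 200 bp, which are the defaults of the MACS2 subcommand for calling peaks from a track. Gene positions came from RefSeq GRCm38.p6, and the track reaches past the last gene of that annotation on each of the 21 main chromosomes. Windows were meant to be centred on transcription start sites, but the gene table used here holds no strand, so both ends of each gene were used for every gene alike. This doubles the windows per gene and includes 3′ ends. The primers and the reporter fragments could not be placed, because no genome sequence was used here, and tests of T-box motifs and of repeats were not run for the same reason.

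Ranks of E2f7 and E2f8 are shares of genes with a score as high, with 95% Wilson intervals that cover counting only. Gene ends near summits were tested against 1000 random placements per chromosome. Lists of cell cycle genes and of Wnt target genes, fixed before the data were examined, were compared with 10000 random lists of the same size drawn from the protein-coding genes. The genes named are E2f7 and E2f8, 15 other mouse genes that the paper names (a list that leaves out some, such as Cdh5), the 10 protein-coding genes with the highest promoter score and the protein-coding gene nearest to each of the 5 regions with the highest summits. Those 10 genes are Lrig1, Mkks, Slx4ip, Haus8, Myo9b, 2810408A11Rik, Neurl4, BC049762, Clk4 and Stip1, several of which share a summit with a neighbouring gene.

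The pileup and the expected level behind each score were inferred as the whole number of reads and the Input level that give it under a Poisson distribution, and the choice among matching pairs was made along the chromosome so that changes are as few as possible. This inference, counting each read pair once and scaling the expected level to chromosome depth were added after the data were examined. So were leaving stretches of over 5 kb with a constant score out of the placements and leaving E2f7 and E2f8 out of their list. The scaling only raised expected levels that lay under the genome-wide level times the depth of the chromosome. It left chromosomes with a depth below the autosome median unchanged. Counting each pair once takes the pileup divided in 2, rounded down, against the expected level divided in 2, which is an approximation where the mates of a pair overlap only in part. Pileups are inferred and were not in the deposited track. The depth of each library is unknown from the track, and the inferred totals over the libraries that entered it, which are not stated, are 30198753 ChIP reads and about 36400000 Input reads. At 2 of the 125 summits no pair of levels was found.

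The steps were tested on simulated read pairs over 20000000 bases. The genome-wide level and the Input scale were recovered, with the right pileup at 100% of bases. All 30 sites with many added read pairs, 30 at each, were called, and none of the 30 sites with 1 added pair were. No number of pairs between these was simulated, so how many weaker sites would be missed is not known. No region was called elsewhere. Of 40 sets of random summits, 1 had a p under 0.05 in the permutation test of placements, and a set of 126 summits planted at gene ends in part gave p = 0.002. None of 20 random gene lists and 20 of 20 raised lists had a permutation p under 0.05 in the list test. The scores simulated for it were continuous, without the shared values of the promoter scores. It therefore cannot show how the list test behaves with ties. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.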

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

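The test of the expected level was chosen only after the result was seen. The 123 called regions other than those at E2f7 and E2f8 are a signal that the paper does not discuss. In the authors' deposited table the highest summit, 77.01, lies inside Stab2 on chromosome 10 at 86845537. It is followed in the authors' deposited table by 43.58 on chromosome 6, 100 bp from Lrig1, by 37.20 on chromosome 15, by 34.71 inside Phldb2 on chromosome 16 and by 32.27 inside Slx4ip on chromosome 2. The chromosome 15 summit lies outside protein-coding genes, and the nearest of them, Myc, is 338073 bp away. Noncoding genes were not looked at for this placement. Each of these summits is above the E2f7 summit.

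Stacks of duplicate reads are argued against, since 93.5% of the changes of the inferred pileup in these 5 regions are of 1 read and the largest change is of 2 reads. Sequence that collects reads in Input as well is also argued against at these 5 summits, where the highest expected level is 3.34 reads, against 2.43 genome-wide. Binding of the overexpressed protein stays open, as does chromatin pulled down by the antibody without TBX3, because no library of a control antibody was analysed here, and the single track cannot show whether both replicates have these summits. No biological explanation was tested.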

How the results depend on the processing

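No paired analysis was possible because the deposited track gives no value per sample. Alternatives that need the genome sequence or its repeats were not run: all settings of the T-box motif test (cutoffs, motifs, windows and flanks), those of the repeat test, and regions with few of their bases in repeats. Replicates could not be left out, for the same reason as above.

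The number of called regions, 125 with the main settings, became 773 at a cutoff of 3, 29 at a cutoff of 10 and 640 with a minimum length of 100 bp. It was 109 at an adjusted p of 0.05, which is a score of 5.46, and 170 with gaps of up to 100 bp joined. Counting each read pair once left 43 regions, which overlapped 39 of the 125. Raising the expected level to at least the genome-wide level times the depth of the chromosome left 106. Chromosomes with a depth below the autosome median, such as chromosome 7 with E2f8, were left unchanged by this setting. The differences at the other cutoffs, at the adjusted p and at the shorter minimum length follow from the construction of these settings. They ask for lower or higher scores or for shorter runs. Raising the expected level can only lower scores, and counting each pair once lowers the scores of enriched bases. Joining longer gaps lets shorter runs reach the minimum length or merges regions. Nothing beyond these constructions was tested. A region was called at E2f7 under all 7 alternatives run. At E2f8 the number of regions was 2 at a cutoff of 3 and with a minimum length of 100 bp, 0 at a cutoff of 10, where the run of bases is shorter than the minimum length, and 1 under the other 4 alternatives.

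The share of genes with a score as high as E2f7, 0.0548%, became 0.123% with the mean score in place of the highest, and the cause was not tested. It became 0.0300% among all 49943 genes, because the count rose only from 12 to 15 while many more genes were compared. For E2f8 the share of 0.146% became 0.215% with a window of 20 kb. The E2f8 score stayed at 15.53 there, so the wider windows of other genes could only raise this share. With the mean score it became 0.270%, and the cause was not tested. The share of summits at gene ends stayed above random placement, with a permutation p of 0.002, under each of the 6 alternatives run, at 27.6 to 48.0%.

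The cell cycle gene list had its median promoter score at percentile 98.6 of random lists (two-sided permutation p = 0.028). It was at percentile 68.0 with windows of 2 kb (permutation p = 0.641), at 97.4 with the mean score (p = 0.0514) and at 98.9 with read pairs counted once. Without E2f7 and E2f8, the median fell from 3.02 to 2.44, the median of all genes, and the percentile to 48.0 (permutation p = 1). With 13 of the 25 genes at or above 3.02, leaving out any 2 of those 13 gives this median, so the change is not specific to E2f7 and E2f8. Of the 23 other genes, 11 (47.8%) have a promoter score of at least 3.02, against 29.0% of all protein-coding genes, and this difference was not tested. The Wnt target gene list was at percentile 48.4 (permutation p = 1). It was at 97.8 with windows of 2 kb (permutation p = 0.044) and at 77.9 with the mean score (permutation p = 0.442), and the cause was not tested. Counting each read pair once gave the list a median of 1.45, equal to the median of all genes, at percentile 45. Percentiles count only random lists with a lower median, so ties place such a list below the middle. The depth of the track limits these lists, since at an expected level of 2.43 reads most promoter scores are one of a few values.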

Differences from the paper's values

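At E2f8, the paper marks about 2 peaks in Fig. 3A, read by eye, and 1 region was called here within 10 kb of the gene. With a cutoff of 3 or a minimum length of 100 bp, both set before the data were examined, 2 regions were called. With a cutoff of 10 the number was 0, and with an adjusted p of 0.05 or gaps of up to 100 bp it stayed at 1. At E2f7, about 1 mark in Fig. 3A, read by eye, stands beside 1 region called here.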

Other observations

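The tests of islands of 2 reads, of shared ends, of the Input level of chromosome 10 and of the Input level in Tbx3 were chosen only after the result was seen. Between stretches without reads, the inferred pileup forms isolated islands, of which 38108 hold 1 read and 961163 hold 2 reads with offset ends, a ratio of 25.2. Simulated reads placed independently at a similar depth gave a ratio of 0.982, and simulated read pairs gave 7664 islands of 2 reads and 4 of 1 read. Duplicate copies of a read are argued against, because both reads lie on the same bases in 0.315% of the 2-read islands. Islands of 4 reads outnumbered those of 3 reads by a ratio of 1.10, but islands of 6 reads (292633) were fewer than those of 5 reads (338603). There are no simulated values for islands of more than 2 reads, so these larger islands neither favour nor exclude reads that come in pairs. A candidate explanation is that both mates of each read pair were counted as separate reads, which would raise the scores of enriched bases, and with each pair counted once the summit scores fall to 11.83 at E2f7 and 8.14 at E2f8. No biological explanation was tested.

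The depth of the inferred pileup differs between chromosomes. Chromosome 10 lies at 1.40 times the autosome median and chromosome 19 at 1.22 times, while chromosome 4 lies at 0.698 times and chromosome 9 at 0.734 times. On chromosome 10, 100% of the 128 bins of 1 Mb were above the autosome median, so its excess is spread along the chromosome. The same was true of every bin of chromosome 15, whose depth is 1.075 times the autosome median, and of all 58 bins of chromosome 19, and of 98.9% of the bins of chromosome 2, so this share does not set chromosome 10 apart. Binding of TBX3 along the chromosome is argued against as the whole cause, because the Input level was above the genome-wide level at 74.2% of its bases, against 24.2 to 51.4% on the other 18 autosomes. Gene density is argued against too, with a Spearman rho of 0.161 over the 19 autosomes (permutation p = 0.509; Pearson r = 0.0787, p = 0.753, and 0.186 without chromosomes 7 and 11). A candidate explanation is a gain of chromosome 10 in part of the cultured cells. GC content was not tested, because no genome sequence was used here, and it stays open, as does which of the libraries carries the difference.

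Within Tbx3, on chromosome 5 from 119670534 to 119684724, the expected level from Input was at least 3 times the genome-wide level at 2284 bases, which lie in 7 blocks. Binding of TBX3 at its own gene is argued against as the cause of these blocks, since the Input level itself reaches 19.2 reads there, and the mean ratio of pileup to expected level in the blocks was 0.761 to 1.66. A candidate explanation is the Tbx3 cDNA of the overexpression construct, which the paper states is of mouse, so that its reads would fall on the exons. By bases at such a level, 1.54% of protein-coding genes have as many, above the 1% set beforehand, and 0.347% have as high a share of their length, a comparison added afterwards. The construct cannot be told apart from repeats in other genes by this rank, because no exons or repeats were used here.

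The Y chromosome is almost without reads. Over 4 single-copy Y genes (Kdm5d, Uty, Ddx3y and Eif2s3y) the highest mean inferred pileup was 0.0908 reads, against a median of 1.67 over autosomal genes and 1.87 over X genes. This is consistent with cells without a Y chromosome. The paper's text does not name the sex of the animals that gave these hepatocytes.

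Of the 125 called regions, 12 had an expected level of at least 4 times the genome-wide level at their summit, from 11.7 to 104 reads. Their median ratio of pileup to expected level was 2.18, against 7.80 at the 111 others with inferred levels, and 3 of the 12 were called with each read pair counted once.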
